# Drug-Targeted Inhibition of Peroxisome Proliferator-Activated Receptorγ Enhances the Chemopreventive Effect of Anti-Estrogen

**DOI:** 10.18632/oncotarget.457

**Published:** 2012-04-13

**Authors:** Hongyan Yuan, Levy Kopelovich, Yuzhi Yin, Jin Lu, Robert I. Glazer

**Keywords:** PPARγ, ERα, fulvestrant, GW9662

## Abstract

The peroxisome proliferator-activated receptorγ (PPARγ) is a key regulator of metabolism, proliferation, inflammation and differentiation, and upregulates tumor suppressor genes, such as PTEN, BRCA1 and PPARγ itself. Examination of mammary carcinogenesis in transgenic mice expressing the dominant-negative Pax8PPARγ fusion protein revealed that tumors were estrogen receptorα (ER)-positive and sensitive to the ER antagonist, fulvestrant. Here we evaluated whether administration of an irreversible PPARγ inhibitor in vivo could similarly induce ER expression in otherwise ER-negative mammary tumors following induction of carcinogenesis, and sensitize them to the antitumor effects of fulvestrant. In addition, we wished to determine whether the effect of GW9662 was associated with a PPAR-selective gene expression profile. Mammary carcinogenesis was induced in wild-type FVB mice by treatment with medroxyprogesterone and dimethylbenz(a)anthracene (DMBA) that were subsequently maintained on a diet supplemented with 0.1% GW9662, and tumorigenesis and gene expression profiling of the resulting tumors were determined. Administration of GW9962 resulted in ER+ tumors that were highly sensitive to fulvestrant. Tumors from GW9662-treated animals exhibited reduced expression of a metabolic gene profile indicative of PPARγ inhibition, including PPARγ itself. Additionally, GW9662 upregulated the expression of several genes associated with the transcription, processing, splicing and translation of RNA. This study is the first to show that an irreversible PPARγ inhibitor can mimic a dominant-negative PPARγ transgene to elicit the development of ER-responsive tumors. These findings suggest that it may be possible to pharmacologically influence the responsiveness of tumors to anti-estrogen therapy.

## INTRODUCTION

The peroxisome proliferator-activated receptor (PPAR) nuclear receptor subfamily regulates a number of metabolic processes, including fatty acid β-oxidation, glucose utilization, cholesterol transport, energy balance and adipocyte differentiation [1-4]. PPARs also play important roles in modulating inflammation, proliferation, angiogenesis and neoplasia [5-8]. PPARs function as heterodimeric partners with RXR, and require high-affinity binding of PPAR isotype-specific ligands to engage transcription. Of the three subtypes, PPARγ is the major species expressed in the mammary gland and in primary and metastatic breast cancer and breast cancer cell lines [5].

PPARγ and PPARδ modulate cell fate in the mammary gland [6, 9, 10], suggesting that PPAR agonists or antagonists may have the potential to regulate differentiation and hence tumor progression. PPARγ agonists are potent chemopreventive agents in mammary carcinogenesis [11], which is consistent with the enhancement of mammary tumorigenesis by PPARγ heterozygosity [12]. In a large percentage of follicular thyroid cancers, PPARγ exists as the dominant-negative fusion protein, Pax8-PPARγ, associated with the t(2;3)(q13;p25) translocation [13]. Pax8PPARγ potently blocks PPARγ function [13, 14], rather than merely serving as a low affinity receptor that can be activated at high ligand concentrations [15]. Importantly, the irreversible PPARγ ‘suicide’ inhibitor, GW9662 [16], mimics the growth promoting effects of Pax8PPARγ in thyroid cells [17], suggesting that selective pharmacological manipulation of PPARγ is feasible.

Although many studies have addressed the interactions between different nuclear receptor subfamilies, an area of relevance to breast cancer is the inhibitory effect of PPARγ on ERα (ER) promoter activation through its interaction with ER response elements [18]. Conversely, ER may bind to PPARγ response elements (PPREs) to inhibit PPAR-dependent transcription [19]. The ER and PPARγ pathways produce opposite effects on PI3K/AKT signaling, accounting in part, for the divergent responses produced by their cognate ligands in estrogen-dependent human breast cancer cells [19]. These findings suggest that suppression of PPARγ may upregulate ER expression in tumors to allow the implementation of anti-estrogen therapy. As a proof of principle, this was demonstrated by the effectiveness of the ER antagonist, fulvestrant, in preventing mammary tumorigenesis in MMTV-Pax8PPARγ mice, in which tumors normally present with a more aggressive progenitor cell phenotype [10]. Therefore, from a chemoprevention perspective, it would be important to be able to mimic the MMTV-Pax8PPARγ transgene pharmacologically by administering a PPARγ antagonist to increase the percentage of ER^+^ tumors and render them amenable to anti-estrogen therapy. This approach would be dependent on whether a PPAR antagonist could be developed with favorable specificity and pharmacokinetic properties to achieve selective and sustained inhibition of PPARγ. Examples of PPARγ antagonists are the suicide inhibitors, GW9662 (2-chloro-5-nitro-*N*-phenylbenzamide) [16], 2-bromo-5-nitro-*N*-phenylbenzamide [20] and the structurally similar T0070907 [21], as well as the partial PPARγ agonists, GW0072 [22] and L-764406 [23]. Although, GW9662 and T0070907 have also been reported to produce off-target effects *in vitro* [24-26], their *in vivo* selectivity has yet to be demonstrated. In this report, we show that GW9662 when administered continuously in the diet beginning at the onset of mammary carcinogenesis induces ER-responsive tumors susceptible to fulvestrant therapy. Furthermore, GW9662 inhibited a PPARγ-dependent metabolic gene expression signature, including PPARγ itself. These results are the first to demonstrate that GW9662 is at least in part PPARγ-selective, and can induce sensitivity to anti-estrogen therapy.

## RESULTS

### GW9662 induces sensitivity to antiestrogen therapy

To evaluate the chemopreventive effect of GW9662 on mammary tumor development, carcinogenesis was induced in FVB mice by progestin and DMBA treatment. Animals were maintained on either a control diet or a diet supplemented with 0.1% GW9662 beginning one day after the last dose of DMBA, and both groups were administered either vehicle or 250 mg/kg fulvestrant by subcutaneous injection every other week (Figure 1). Animals maintained on GW9662 alone exhibited a modest reduction in survival (Figure 1A) similar to what was observed previously in MMTV-Pax8PPARγ transgenic mice [10], but not a reduction in the total number of tumors (Figure 1B). While no significant difference in survival was noted for fulvestrant-treated control mice, a marked increase in survival (Figure 1A) and a reduction in tumor number (Figure 1B) were observed in animals maintained on GW9662 and treated with fulvestrant. Consistent with these findings was an increase in ER expression in tumors from GW9662-treated mice in comparison to animals maintained on the control diet as determined by immunohistochemical (Figure 2A) and western analyses (Figure 2B). Increased ER, as well as PR expression, was accompanied by an increase in Esr1 and Pgr mRNA levels (Figure 3A). GW9662 treatment also resulted in a reduction of PPARγ protein (Figure 2B) and mRNA (Figure 3A). Histological evaluation of the tumors indicated that GW9662, but not fulvestrant, produced a significant increase in the percentage of adenocarcinomas (P=0.0333) (Table S1).

**Figure 1:**
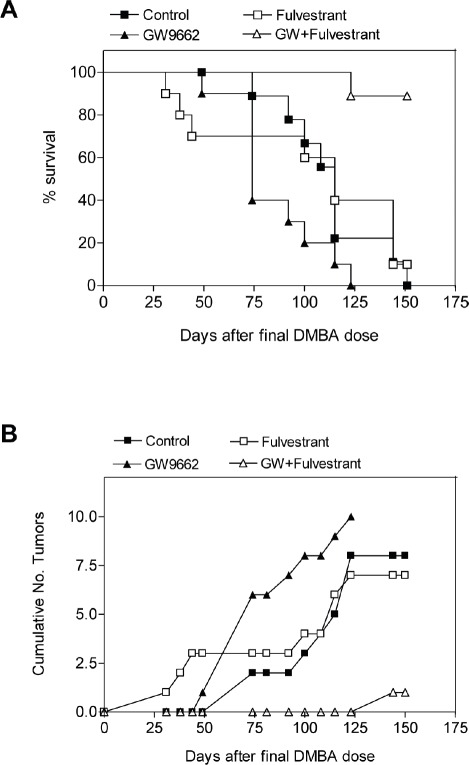
GW9662 enhances the sensitivity of mammary tumors to fulvestrant (A) Survival curves of mice administered a control diet, a diet supplemented with 0.1% (w/w) GW9662, 250 mg/kg fulvestrant administered s.c. every other week or the combination of the GW9662 diet and fulvestrant. GW9662 treatment alone produced a significant reduction in survival vs. control mice (*P*=0.0382), but not vs. fulvestrant treatment (*P*=0.0759); fulvestrant treatment alone did not significantly affect survival (*P*=0.7223). GW9662 and fulvestrant treatment produced a significant increase in survival vs. fulvestrant (*P*=0.0008) or GW9662 (*P*=0.0001) treatment alone. Each group contained 10 mice. Statistical significance was determined by the log rank test. (B) Tumor formation in the experimental groups indicated in (A). Neither GW9662 (*P*=0.3942) nor fulvestrant (*P*=0.3339) treatment alone significantly affected tumor number vs. control mice. GW9662 and fulvestrant treatment produced a significant reduction in tumor number vs. either fulvestrant (*P*=0.0001) or GW9662 (*P*=0.0004) treatment alone. Each group contained 10 mice. Statistical significance was determined by the two-tailed Student's t test.

**Figure 2:**
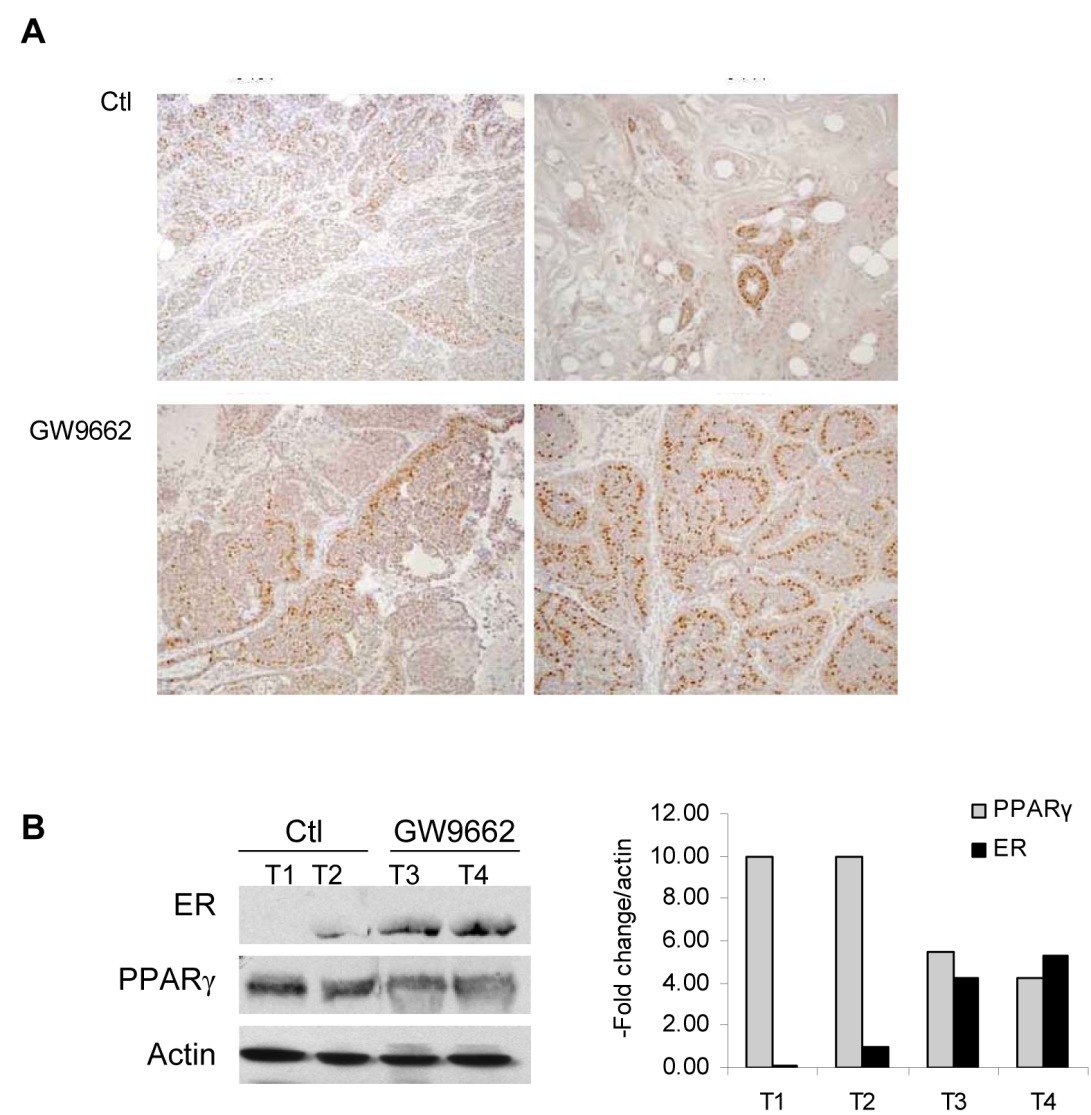
ER expression in adenocarcinomas from control and GW9662 mice (A) Immunohistochemical detection of ER expression. Two representative tumors from control and GW9662-treated mice are shown. ER expression was increased following GW9662 treatment. Magnification 200X. (B) Western analysis of ER and PPARγ expression. Two representative tumors from control and GW9662-treated mice are shown. ER expression was increased, and PPARγ expression reduced following GW9662 treatment. The bar graph represents quantitation of the western blot normalized to actin expression.

**Figure 3:**
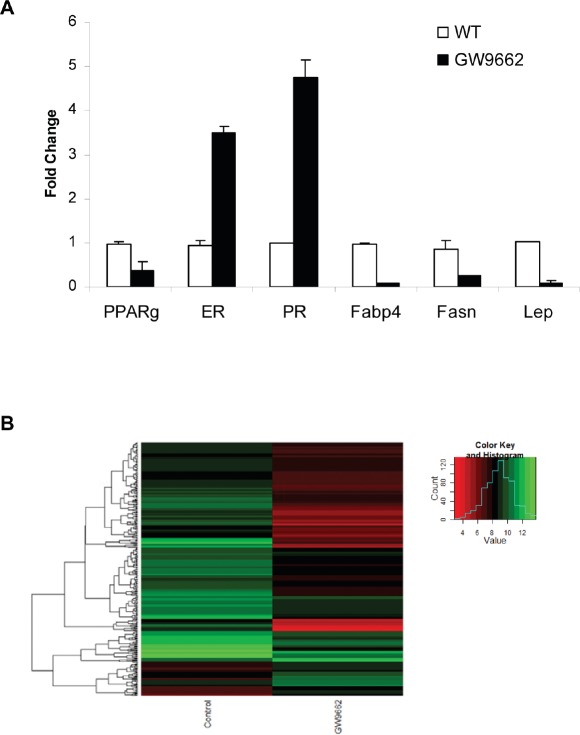
(A) qRT-PCR analysis of gene expression in adenocarcinomas from control and GW9662-treated mice Gene selection was based on the data in Table 1. (B) Heat map of changes in gene expression based on the data in Table S2.

### Gene expression analysis

Gene microarray analysis of tumors from control and GW9662-treated animals indicated that 356 genes were differentially affected by GW9662 treatment (Figure 3B). 

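Tumors were induced with 15 mg medroxyprogesterone acetate, a long-acting progestin, followed by 4 doses of 1 mg DMBA, a polycyclic carcinogen given by gavage. Tumor RNA from 5 mice was pooled for each diet, and each pool was hybridized to 1 Affymetrix mouse expression array, 1 for the control diet and 1 for the diet with 0.1% GW9662. There were no replicate arrays, so differences between the diets were described by their size without a p-value, and the 2 arrays limit the precision of every value. The authors deposited a linear signal intensity for each of 22690 probe sets, groups of short oligonucleotides that each read part of a transcript. The signal algorithm and its scaling are not given in the sources used here, but the 2% trimmed mean was 500.2 on both arrays. The signals were used as deposited. A single gene name was attached to 20380 probe sets, and each of 12393 genes was read at its probe set with the highest mean signal. Several genes were named for 691 probe sets, no gene was named here for 1555, and 64 were array controls. A gene was counted as lower or higher when its signal was at least 300 on either array and differed at least 3-fold, the thresholds of the paper's methods. Where the dimmer signal was below 100, the fold was given as at least the brighter signal over 100. Olfactory receptor probe sets, which mammary tumors should not light up, had a median signal of 9.1 on the control array and 5.6 on the GW9662 array, and none exceeded 25.8. Log2 ratios of GW9662 over control differed between probe sets of the same gene with an SD of 0.36 over 2639 genes. Gene lists, thresholds and the rule for naming genes were chosen before the data were examined.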

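Genes of fat cells, muscle fibers and milk secretion were among those most reduced in tumors from GW9662-treated animals. Cidec, a protein of the fat cell lipid droplet, had a signal of 1949.5 on the control array and 44.2 on the GW9662 array, at least 19.5-fold lower. Sncg, which is abundant in fat cells, was at least 29.7-fold lower (2969 and 90.7), and the carboxylesterase gene Ces1d was at least 23.4-fold lower (2343 and 27.7). Cox8b, a cytochrome oxidase subunit of brown fat and muscle, had signals of 1136 and 9.1. Among the few genes that were higher were Rasgrf1, an exchange factor for Ras (42.4 and 689, at least 6.89-fold), Pcp4, a calmodulin regulator (1061 and 4869, 4.59-fold), Il33, an epithelial alarmin (920.4 and 3629.8, 3.94-fold), and Cdc7, a kinase of replication origin firing (205 and 702, 3.43-fold). In all, 162 genes were at least 3-fold lower on the GW9662 array and 13 were at least 3-fold higher, so that 92.6% of the 175 genes past the thresholds were lower. Of the 162 genes, 43 are in Table 1 and 12 were on a list of adipocyte markers that leaves out Table 1. Skeletal muscle markers made up 11 and milk protein genes 9, with some genes in several groups. In none of these groups nor among brown adipocyte markers were 88. The carboxylesterase Ces3 of Table 1 could not be matched to a single current gene and was left out. Ces1d, counted among the 88, may therefore be a Table 1 gene. The GW9662 signal of 58 of the lower genes was below 100. With a signal minimum of 100 in place of 300, 248 genes were lower and 20 were higher. At 2-fold, 283 were lower and 62 were higher.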

Of the 303 genes downregulated by GW9662, 24% were metabolic genes, and 55% of which contain PPREs (Table 1). In addition, there were 10 genes regulated by transcription factors Cebpa and Pouf1, which are PPAR-regulated. 

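Genes of fat storage and fatty acid handling were far lower in GW9662 tumors. Lep, which encodes the fat cell hormone leptin, had signals of 979.8 and 23.0 on the control and GW9662 arrays, at least 9.80-fold lower. Adiponectin (Adipoq) was 23.2-fold lower (9668 and 418), the fatty acid transporter Cd36 was 23.8-fold lower (5052.5 and 212), lipoprotein lipase (Lpl) was 7.83-fold lower (7740.1 and 989), and fatty acid synthase (Fasn) was 6.27-fold lower (5907 and 942). Pparg itself was at least 7.13-fold lower (713 and 52.0) at the single probe set that names it. Of the 82 genes of Table 1, 75 had a probe set with a single gene name. All 75 had a lower signal on the GW9662 array, and 49 were at least 2.5-fold lower with a signal of at least 300 on either array. Of the 26 others, 9 missed only the signal minimum at the probe set read here. All 9 had a GW9662 signal below 100, so that few can be bounded at 2.5-fold. The paper prints far higher control signals for Aqp7, Lao1, Car4 and Sod3 than those read here (198, 236, 111 and 69.9). Whether it read other probe sets was not tested, so these genes need not be dim. The glycogen synthase Gys2 (289 and 1.6) was at least 2.89-fold lower. Others differed less, such as Pik3r1, a subunit of phosphatidylinositol kinase (948 and 792), and Acly, which makes cytosolic acetyl-CoA (4335 and 2267.5). Table 1 was drawn up on these arrays and is not independent evidence of its direction. The median log2 ratio of the 75 genes was -2.27, and it was -1.79 when signals below 100 were set to 100. The 42 genes marked with a PPRE, the DNA element bound by PPARs, had a median log2 ratio of -2.85 and 30 of them passed the thresholds. The 33 genes without this mark had a median of -1.51, and 19 passed. With low signals set to 100, these medians were -2.37 and -1.50. Fat cell markers outside Table 1 were also lower. All 15 measured adipocyte markers had a lower signal on the GW9662 array, 12 of them at least 3-fold, with a median log2 ratio of -3.14, and none of 10000 random lists matched on signal had a median as low. Plin4, a lipid droplet coat protein, was 22.4-fold lower (2358 and 105), Thrsp, a regulator of lipogenesis, was 20.8-fold lower (7235 and 348), and Car3, the abundant carbonic anhydrase of fat, was lower at both of its probe sets (13263.5 and 2329.6, and 10177 and 371), the brighter near the top of the signal range.

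**Figure D1:**
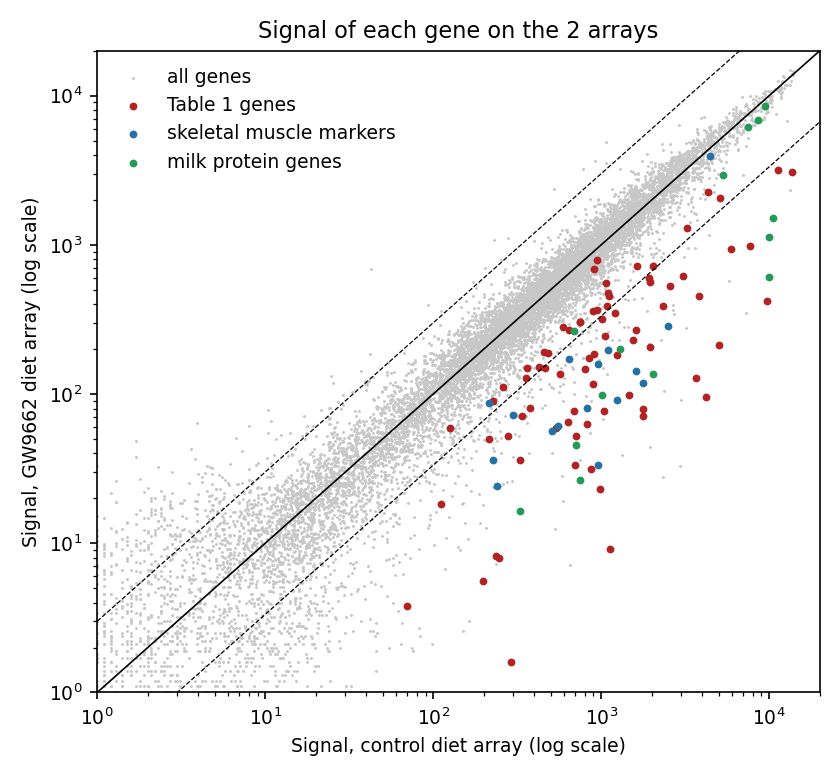
Signal of each gene with a signal of at least 1 on both arrays, with the control diet array on the x axis and the GW9662 diet array on the y axis, both on log scales. Each point is 1 gene at its probe set with the highest mean signal, the solid line marks equal signals and the dashed lines mark 3-fold differences. The 75 Table 1 genes lie below the line of equal signals, as do the skeletal muscle markers and milk protein genes drawn.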

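Cebpa, a transcription factor of fat cell differentiation, had a signal of 1095 on the control array and 478 on the GW9662 array, 2.29-fold lower. Cebpb, which precedes Cebpa in fat cell differentiation and is also expressed in mammary epithelium, differed less at its brightest probe set (4721 and 4054) than at its dimmer probe set (1459 and 650.5). Pou5f1, the pluripotency factor Oct4, had signals of 14.3 and 2.4, both within the range of the olfactory receptor probe sets. Pou1f1 was not analysed here.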

Overall, 67% of the metabolic genes were directly or indirectly regulated by GW9662. Gene ontology of the differentially expressed genes (Table S1) indicated that the largest percentage were associated with transport, glucose and lipid metabolism, and developmental processes (Table 2). 

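Genes of lipid and glucose metabolism were lower as groups in GW9662 tumors. All 21 measured genes of the lipid metabolism term had a lower signal on the GW9662 array, 13 of them at least 3-fold with a signal of at least 300, and their median log2 ratio was -2.28. They included hormone-sensitive lipase (Lipe), which releases stored fatty acids, at least 8.20-fold lower (820 and 63.3), and Dgat2, which completes triglyceride synthesis, 8.36-fold lower (3798 and 454). The 6 genes of glucose homeostasis were all lower, with a median of -4.12, or -3.49 with signals below 100 set to 100. Among these were Pck1, the rate-limiting enzyme of gluconeogenesis, at least 17.8-fold lower (1777 and 71.2), and the retinol carrier Rbp4, at least 17.6-fold lower (1764 and 79.5). A dimmer Pck1 probe set had a log2 ratio of 4.50, but its signal was below 300 on both arrays. At that ratio its control signal lay within the range of the olfactory receptor probe sets, so no direction was read from it. With the median over probe sets, the signed fold of Pck1, negative where lower, was -1.05. This value averages the bright probe set with the dim one, so it cannot decide whether Pck1 was level. Slc2a4, the insulin-sensitive glucose transporter, was 2.47-fold lower (751 and 304). Of 14 genes of the transport term, 13 were lower and 1 was higher, with a median of -1.58. The gene that was higher was Crabp1, a binding protein of retinoic acid (776 and 3208). Among downregulated terms tied to development, the 9 measured genes of fat cell differentiation were all lower (median -2.28). Smaller terms were lung development (4 genes, median -2.54), organ regeneration (3, median -2.27) and spermatogenesis (4, median -4.71). All their measured genes were lower. With signals below 100 set to 100, the spermatogenesis median was -2.34. Over the 35 downregulated terms, 62 of 63 measured genes had a lower signal on the GW9662 array and 38 passed 3-fold. Over the 8 upregulated terms, 18 of 21 measured genes had a higher signal and 4 passed 3-fold. These genes were selected in the paper on the same arrays, so the counts are not independent evidence of direction. Skeletal muscle markers moved with the metabolic genes. All 16 measured markers were lower, with a median of -3.15, among them the fast myosin light chain Myl1 (1766 and 119), skeletal actin Acta1 (2488 and 285) and creatine kinase Ckm (1246.5 and 91.7). The muscle isoforms of enolase and phosphoglycerate mutase in the glycolysis term, Eno3 (571 and 137) and Pgam2 (248 and 8.0), were lower as well. With signals below 100 set to 100, the muscle median was -2.47.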

Pathway linkage analysis revealed that most of the genes whose expression was downregulated by GW9662 were linked directly or indirectly to PPARγ (Figure 4), whereas, those genes whose expression was increased by GW9662 were connected to Mapk3, Mapk8 and Akt signaling (Figure S1). 

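The receptors Rxra and Rxrb differed little between the arrays, whereas Pparg was lower. Rxra, which binds DNA together with PPARγ, had signals of 602 and 463 on the control and GW9662 arrays, and Rxrb had 771 and 746. The other retinoid X receptor, Rxrg, had 46.1 and 2.5, below the floor of 100 on both. The other PPAR genes, Ppara (15.8 and 5.4) and Ppard (2.0 and 1.7), lay within the range of olfactory receptor probe sets, where values have no order. Of the kinases to which the paper links the genes that were higher, Mapk8, the stress kinase JNK, was 1.71-fold higher at its brightest probe set (189 and 323). At their brightest probe sets, Akt1 had signals of 1121 and 1022 and Akt2 had 641 and 468, and a dimmer Akt1 probe set was lower (262 and 138). Mapk3 was not analysed here. From the reduced expression of metabolic genes known to be controlled by PPARs, directly or indirectly, the paper concludes that GW9662 acted with specificity for PPARγ. Its introduction describes this selectivity as holding at least in part.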

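Genes of the Table 2 terms for transcription, RNA splicing, mRNA processing and translational elongation differed between probe sets of the same gene, and several were higher only at dimmer ones. Hnrnpa1, a splicing repressor, had signals of 1541 on the control array and 3077 on the GW9662 array at its brightest probe set, and 94.6 and 515 at its dimmest. Pabpc1, the cytoplasmic poly(A) binding protein, had 10462 and 9291 at its brightest probe set, and 116 and 316 at the other. Tardbp, which encodes the RNA binding protein TDP-43, had 1785 and 2148 at its brightest, 189 and 467 at a dimmer probe set, and 276 and 373 at its dimmest. The ribosomal protein genes Rps24 (11390 and 10787) and Rpl41 (10289 and 8985) were nearly level at their brightest probe sets, and each had a dim probe set that was higher, 201 and 544 for Rps24 and 107 and 330.5 for Rpl41. Of the 16 genes of these terms, 1 was at least 3-fold higher with a signal of at least 300 at its brightest probe set. This was Esrrb, an orphan nuclear receptor, 3.24-fold higher (111 and 360.2), while its other probe set had signals of 22.3 and 4.2. Read at any probe set, 6 of the 16 passed. The median log2 ratio was 0.58 at the brightest probe sets. The terms were drawn from these arrays, so the counts are not independent evidence of direction. Long noncoding RNAs, several of them retained in the nucleus, were higher as well, with a median log2 ratio of 0.90 over 5 RNAs. Neat1 had 1155 and 2369, Meg3 had 299.8 and 730.8, Snhg1, a host gene of small nucleolar RNAs whose ratio is the median, had 2325 and 4329, and the nuclear RNA Malat1 had 789.7 and 908.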

Interestingly, the majority of the genes upregulated by GW9662 were associated with transcription, splicing, processing and translation of RNA (Table S2). In particular, RBM39, whose expression was increased 6.6-fold by GW9662, was recently reported to be increased in ER-dependent mammary tumors developing in caveolin-1 knockout mice [27].

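Rbm39, a splicing factor of the U2AF65 family, was read by 9 probe sets that fell into separate groups. At the brightest, the signal was 1385 on the control array and 1442 on the GW9662 array, 1.04-fold higher. At 4 dimmer probe sets it was at least 3-fold higher. The brightest of these had signals of 108 and 663, 6.13-fold higher. The others had 68.3 and 474, 58.1 and 394, and 53.4 and 342, with a control signal below 100 and folds of at least 4.74, 3.94 and 3.42. Another 2 probe sets (159 and 125, and 134 and 135) were close to level, and the remaining ones were below 100 on both arrays. Which exon or intron each probe set reads was not analysed here.

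**Figure D2:**
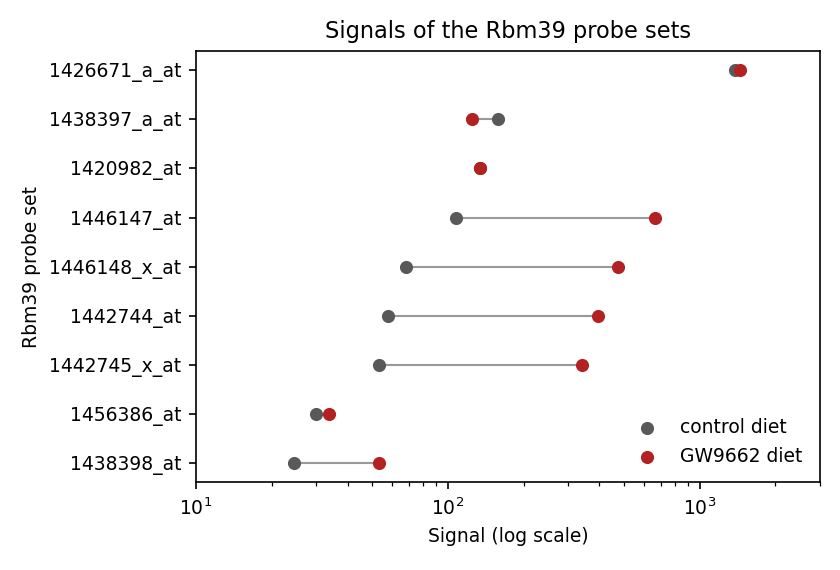
Signals of the 9 Rbm39 probe sets on a log scale, with the control diet array in gray and the GW9662 diet array in red, ordered by control signal. The 4 probe sets with the longest lines are those at least 3-fold higher, and the brightest probe set had signals of 1385 and 1442.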

**Table 1:** Metabolic genes downregulated by GW9662 Shown are genes whose signal was >300 in either group and were changed [3] 2.5-fold in GW9662-treated animals vs. control. The full list of changes in gene expression are presented in Table S2. Gene symbols in bold contain PPREs.

			Raw Value	
Gene symbol	Gene Title	Fold Change	WT	GW9662
**Ces3**	carboxylesterase 3	−105.7	2733	25
**Gys2**	glycogen synthase 2	−74.7	558	7
**Lep**	leptin	−74.7	1231	16
**Aqp7**	aquaporin 7	−55.6	3523	63
**Pnpla3**	patatin-like phospholipase domain containing 3	−53.9	1301	24
Cox8b	cytochrome c oxidase, subunit VIIIb	−51.0	1324	26
Cyp2e1	cytochrome P450 family 2, subfamily e, polypeptide 1	−44.3	5209	118
**Pck1**	phosphoenolpyruvate carboxykinase 1, cytosolic	−43.9	3071	70
**Retn**	resistin	−35.7	10637	298
**Rbp4**	retinol binding protein 4, plasma	−33.9	3187	94
Lao1	L-amino acid oxidase 1	−30.2	3092	103
**Fabp3**	fatty acid binding protein 3, muscle and heart	−27.0	886	33
**Cd36**	CD36 antigen	−22.5	6726	306
**Car4**	carbonic anhydrase 4	−22.3	982	44
**Fabp4**	fatty acid binding protein 4, adipocyte	−21.7	7777	3543
**Adipoq**	adiponectin, C1Q and collagen domain containing	−21.6	10299	522
**Adig**	adipogenin	−20.8	1676	85
**Acsl1**	acyl-CoA synthetase long-chain family member 1	−18.6	3172	374
**Lipe**	lipase, hormone sensitive	−16.2	1329	82
**Hsd11b1**	hydroxysteroid-11-beta dehydrogenase 1	−15.7	28.15	1.79
**Pparg**	peroxisome proliferator activated receptor gamma	−13.9	967	69
Pc	pyruvate carboxylase	−13.1	1588	95
**Dgat2**	diacylglycerol O-acyltransferase 2	−12.4	4000	521
Cel	carboxyl esterase lipase	−12.1	955	79
Acacb	acetyl-Coenzyme A carboxylase beta	−11.5	530	46
**Acaa1b**	acetyl-Coenzyme A acyltransferase 1B	−10.6	696	66
**Ephx2**	epoxide hydrolase 2, cytoplasmic	−10.0	1402	140
**Lpl**	lipoprotein lipase	−9.6	6823	713
**Pgam2**	phosphoglycerate mutase 2	−8.9	628	70
**Cox6a2**	cytochrome c oxidase, subunit VI a, polypeptide 2	−8.1	405	50
**Fasn**	fatty acid synthase	−7.3	11558	1579
**Ptger3**	prostaglandin E receptor 3 (subtype EP3)	−7.1	1106	157
Sorbs1	sorbin and SH3 domain containing 1	−6.5	2532	581
Pygl	liver glycogen phosphorylase	−6.4	1600	250
**Scd1**	stearoyl-Coenzyme A desaturase 1	−6.4	7943	2026
Chpt1	choline phosphotransferase 1	−5.8	1658	327
**Slc1a5**	solute carrier family 1 (neutral amino acid transporter), member 5	−5.6	2664	476
**Acss2**	acyl-CoA synthetase short-chain family member 2	−5.5	969	160
**Mgll**	monoglyceride lipase	−5.5	3443	632
**Pnpla2**	patatin-like phospholipase domain containing 2	−5.1	4552	890
Eno3	enolase 3, beta muscle	−4.9	672	136
**Cyp2f2**	cytochrome P450 family 2, subfamily f, polypeptide 2	−4.9	550	112
**Lpin1**	lipin 1	−4.8	1167	268
Ido1	indoleamine 2,3-dioxygenase 1	−4.8	406	85
**Sod3**	superoxide dismutase 3, extracellular	−4.7	678	145
Cyp4b1	cytochrome P450 family 4, subfamily b, polypeptide 1	−4.6	1286	283
Igf1	insulin-like growth factor 1	−4.3	558	153
Aacs	acetoacetyl-CoA synthetase	−4.1	1176	320
**Acox1**	acyl-Coenzyme A oxidase 1, palmitoyl	−4.1	920	225
Xdh	xanthine dehydrogenase	−3.9	1400	362
**Gpd1**	glycerol-3-phosphate dehydrogenase 1 (soluble)	−3.6	1710	283
Gpt2	glutamic pyruvate transaminase (alanine aminotransferase) 2	−3.6	1338	438
Gpt	glutamic pyruvic transaminase, soluble	−3.6	577	159
Abca8a	ATP-binding cassette, sub-family A (ABC1), member 8a	−3.5	1675	478
**Me1**	malic enzyme 1, NADP(+)-dependent, cytosolic	−3.4	2810	900
Aqp1	aquaporin 1	−3.4	2841	848
Retsat	retinol saturase (all trans retinol 13,14 reductase)	−3.3	488	146
**Slc27a1**	solute carrier family 27 (fatty acid transporter), member 1	−3.2	522	163
**Lipa**	lysosomal acid lipase A	−3.2	374	117
Fads3	fatty acid desaturase 3	−3.2	1545	485
**Alox12e**	arachidonate lipoxygenase, epidermal	−3.1	818	262
**Elovl6**	ELOVL family member 6, elongation of long chain fatty acids (yeast)	−3.1	1088	320
Gpam	glycerol-3-phosphate acyltransferase, mitochondrial	−3.0	2818	947
Nr1h3	nuclear receptor subfamily 1, group H, member 3 (LXR)	−3.0	1137	379
Acly	ATP citrate lyase	−2.9	993	343
Pik3r1	phosphatidylinositol 3-kinase, regulatory subunit, polypeptide 1 (p85 alpha)	−2.9	558	192
Rbp7	retinol binding protein 7, cellular	−2.9	1212	418
**Slc2a4**	solute carrier family 2 (faciltated glucose transporter), member 4	−3.2	522	163
**Crat**	carnitine acetyltransferase	−2.8	537	191
**Slc2a4**	solute carrier family 2 (facilitated glucose transporter), member 4	−2.8	1021	364
Sord	sorbitol dehydrogenase	−2.8	700	250
Ehhadh	enoyl-Coenzyme A, hydratase/3-hydroxyacyl Coenzyme A dehydrogenase	−2.7	341	126
Hk2	hexokinase 2	−2.7	1447	534
Lpgat1	lysophosphatidylglycerol acyltransferase 1	−2.7	399	150
Gbe1	glucan (1,4-alpha-)branching enzyme	−2.7	723	267
Apod	apolipoprotein D	−2.6	4011	1526
Gatm	glycine amidinotransferase (L-arginine:glycine amidinotransferase	−2.6	400	152
Ltc4s	leukotriene C4 synthase	−2.6	467	179
Pfkfb1	6-phosphofructo-2-kinase/fructose-2,6-biphosphatase 1	−2.6	320	124
Plin2	perilipin 2	−2.5	6773	2671
**Cebpa**	CCAAT/enhancer binding protein (C/EBP), alpha	−2.5	1819	734
**Dgat1**	diacylglycerol O-acyltransferase 1	−2.5	1065	425
Ptgs1	prostaglandin-endoperoxide synthase 1	−2.5	362	145

**Table 2:** Gene ontology of differentially expressed genes affected by GW9662 Shown are enrichment data with P<0.05 by Fisher's Exact test.

Name	Total Entities	Overlap	Overlapping Entities	p-value
**DOWNREGULATED:**				
lipid metabolism	342	23	CHPT1,CD36,LEP,LPL,LIPE,APOD,NR1H3,SLC27A1,LIPA,ACSL1,HSD11B1,DGAT2,CRAT,ACLY,LPIN1,ACOX1,EHHADH,PNPLA2,PCK1,PNPLA3,MGLL,AACS,FADS3	1.92E-26
metabolism	858	21	LPGAT1,FASN,LIPE,ACACB,SLC27A1,EPHX2,ACSL1,GPAM,HSD11B1,ME1,PC,ACLY,PFKFB1,ACOX1,EHHADH,PNPLA2,GPD1,PNPLA3,ACSS2,PGAM2,AACS	3.71E-15
transport	1807	15	AQP1,CD36,APOD,SLC2A4,SLC27A1,FABP4,FABP3,CRAT,SORBS1,SLC1A5,AQP7,RBP4,CRABP1,RBP7,FADS3	6.01E-05
oxidation reduction	702	14	CYP2E1,PTGS1,SOD3,XDH,FASN,HSD11B1,ME1,ACOX1,EHHADH,GPD1,CYP4B1,SORD,RETSAT,FADS3	3.58E-09
fatty acid metabolism	110	12	CD36,PPARG,SLC27A1,LIPA,FABP4,ACSL1,GPAM,FABP3,CRAT,ACOX1,EHHADH,AACS	1.21E-16
response to drug	295	10	ADIPOQ,PPARG,LIPE,ACACB,FABP4,ACSL1,AQP7,SORD,ENO3,AACS	5.40E-09
response to insulin	37	10	LEP,RETN,PIK3R1,PFKFB1,PCK1,RBP4,PPARG,SORBS1,LPIN1,NRIH3	5.81E-10
fat cell differentiation	29	9	ADIG,CEBPA,ADIPOQ,PPARG,SLC2A4,FABP4,IGF1,AACS,RETN	1.21E-10
lipid biosynthesis	115	8	PTGS1,FASN,DGAT2,PC,ACLY,ELOVL6,ACSS2,FADS3	7.24E-10
gluconeogenesis	33	7	GPT,PC,PFKFB1,GPD1,PCK1,RBP4,PGAM2	2.60E-12
generation of precursor metabolites & energy	63	7	CEBPA,ADIPOQ,GYS2,ACOX1,AQP7,GBE1,COX6A2	3.17E-10
response to glucocorticoids	95	6	CEBPA,ADIPOQ,IGF1,FABP4,PIK3R1,PFKFB1	1.93E-07
response to nutrients	117	6	CEBPA,ADIPOQ,PPARG,ACSL1,GATM,AACS	6.62E-07
lipid catabolism	113	6	CEL,LPL,LIPE,LIPA,PNPLA2,PNPLA3	5.40E-07
glucose homeostasis	50	6	ADIPOQ,PPARG,SLC2A4,PCK1,RBP4,PYGL	3.87E-09
spermatogenesis	353	5	ADIG,ACOX1,AQP7,RBP4,PGAM2	2.38E-03
carbohydrate metabolism	296	5	SLC2A4,ME1,GPD1,PYGL,GBE1	1.10E-03
fatty acid biosynthesis	78	5	PTGS1,FASN,ACACB,ELOVL6,FADS3	1.98E-06
triglyceride biosynthesis	11	5	LPL,GPAM,DGAT1,DGAT2,PNPLA3	4.97E-11
glucose metabolism	115	5	ADIPOQ,LEP,HK2,PIK3R1,SORD	1.33E-05
inflammatory response	293	4	PPARG,LIPA,EPHX2,MGLL	7.45E-03
lung development	106	4	CEBPA,LIPA,HSD11B1,RBP4	1.78E-04
organ regeneration	49	4	CEBPA,PPARG,LPIN1,PFKFB1	8.49E-06
triglyceride catabolism	13	4	LPL,LIPE,PNPLA2,PNPLA3	3.08E-08
fatty acid beta-oxidation	32	4	ADIPOQ,FABP3,ACOX1,EHHADH	1.49E-06
glycolysis	68	4	HK2,PFKFB1,ENO3,PGAM2	3.14E-05
regulation of transcription	159	4	CEBPA,NR1H3,FABP4,PPARG	8.53E-03
response to ethanol	83	3	ADIPOQ,RBP4,AACS	1.37E-03
long-chain fatty acid transport	12	3	CD36,PPARG,FABP3	3.76E-06
aging	101	3	PTGS1,PIK3R1,ENO3	2.41E-03
fatty acid oxidation	18	3	CD36,ADIPOQ,PPARG	1.38E-05
glycogen metabolism	41	3	GYS2,PYGL,GBE1	1.72E-04
phospholipid biosynthesis	49	3	LPGAT1,CHPT1,GPAM	2.94E-04
regulation of cell proliferation	135	3	PTGS1,CEBPA,IGF1	5.44E-03
negative regulation of foam cell differentiation	10	3	ADIPOQ,PPARG,NR1H3	2.06E-06
**UPREGULATED:**				
regulation of transcription	2501	9	ZBTB16,MAPK8,RHOX5,BRWD1,ESRRB,RBM39,TARDBP,NFIB,THRAP3	2.24E-02
RNA splicing	238	5	HNRNPA1,PABPC1,RBM39,TARDBP,RBMX	2.13E-05
mRNA processing	277	5	PABPN1,HNRNPA1,PABPC1,RBM39,TARDBP	4.40E-05
cell proliferation	324	4	PTHLH,EREG,ZBTB16,NFIB	1.13E-03
central nervous system development	140	3	ZBTB16,PCP4,NPTX1	1.04E-03
translational elongation	161	3	RPS25,RPS24,RPL41	1.55E-03
cell-cell signaling	275	3	CALCA,PTHLH,EREG	6.96E-03
apoptosis	550	3	ZBTB16,SLC5A8,NISCH	4.29E-02

**Figure 4:**
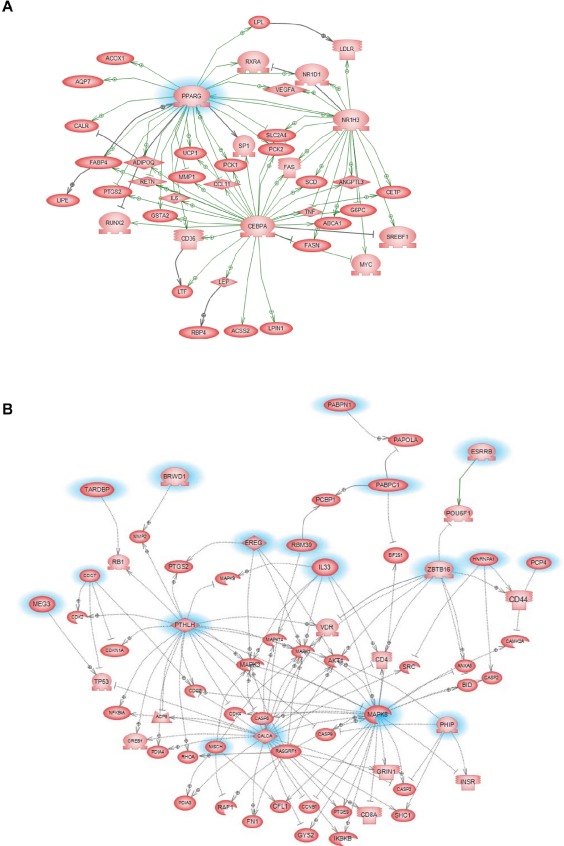
GW9662 signaling pathways in tumors from control and GW9662-treated animals Pathways are based on the expression of genes that were reduced ≥2.5-fold by GW9662 in Table S1. Metabolic signaling pathways associated with genes that were downregulated by GW9662.

## DISCUSSION

The present study was designed to determine if pharmacological inhibition of PPARγ could sensitize mammary tumor growth to antiestrogen therapy. This concept was based on our previous finding that induction of mammary carcinogenesis in transgenic mice expressing the dominant-negative Pax8PPARγ fusion protein resulted in increased ER expression and responsiveness to the ER antagonist, fulvestrant [10]. MMTV-Pax8PPARγ transgenic mice represent a rare mouse model in which the mammary gland exhibits a progenitor cell phenotype that results in the preferential development of ER^+^ rather than ER^−^ tumors of mixed lineage following progestin/DMBA treatment [10, 28]. A similar mammary tumor phenotype developed in caveolin-1 knockout mice that was also associated with the induction of several stem/progenitor cell markers, including RBM39 [27], as found in the present study. RBM39 functions primarily in RNA splicing and may also be a putative partner of the co-activator Ncoa6/PRIP [29]. Thus, one unexpected finding was that GW9662 upregulated a number of genes associated with transcription, processing, splicing and translation that likely contribute to the diversity of the proteome [30].

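Splicing factors outside Table 2 were slightly higher in GW9662 tumors. Of 86 measured splicing and RNA processing factors, 73 had a higher signal on the GW9662 array and 0 differed by 2-fold. Their median log2 ratio was 0.23, at percentile 99.95 of random lists matched on signal, as a description of these 2 arrays. The factors with the largest ratios were Luc7l2 (1040.3 and 1868 on the control and GW9662 arrays), Snrnp70, a component of the U1 particle (1199 and 2126), and U2af2, which recognizes the polypyrimidine tract (414 and 712). Of the brightest factors, Snrpe, a core protein of the spliceosomal particles, had 6919 and 9832, Hnrnpab had 7175 and 7669.8, and Hnrnpk had 6729.8 and 7826. The 47 ribosomal protein genes had a median log2 ratio of 0.05, with Rps18 (13598 and 13874) and Rpl13a (13883 and 14663) near the top of the signal range. Of the dimmer members, Rpl12 (267 and 560.0), Rpl37 (1502.5 and 3149) and Rps25 (358 and 751) were at least 2-fold higher and Rps4l (185 and 83.8) was lower. The 29 translation factors had a median of 0.00, with 16 higher and 13 lower, including Eef2 (8395 and 7876) and Eif4g2 (7988 and 8951).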

GW9662 is an irreversible PPARγ antagonist [16], although *in vitro* cell studies have also reported off-target effects [24-26]. However, there are no *in vivo* studies that have established whether GW9662 is PPARγ-selective. In one instance, GW9662 was shown to reduce high fat diet-induced obesity in rats when administered in the diet at a concentration of 0.1% [31], which was identical to the GW9662 diet used in our study. GW9662 was also shown to block the anti-inflammatory effects of the PPARγ agonist, rosiglitazone, in endotoxin-induced acute lung injury after intravenous administration [32]. 

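Most known PPAR targets that Table 1 does not hold were lower on the GW9662 array. The lipid droplet genes Cidec and Plin4 were the only 2 at least 3-fold lower, and both are also adipocyte markers. Pdk4, the kinase that restrains pyruvate oxidation, had signals of 753 and 344 on the control and GW9662 arrays, 2.19-fold lower, and Acadm, the medium-chain acyl-CoA dehydrogenase, was 2.21-fold lower (3590.0 and 1625). Txnip, a regulator of glucose uptake, had 6497 and 4361, and Fabp5, the epidermal fatty acid binding protein, had 6768 and 6305.5. Of 21 measured targets, 18 had a lower signal on the GW9662 array, 5 of them at least 2-fold, and the median log2 ratio was -0.51. The 18 targets that are not also adipocyte markers had a median of -0.47, with 15 lower and 3 higher and 2 at least 2-fold lower. None of 10000 random lists matched on signal had a median as low as either value. Leaving out marker genes does not remove what fat and muscle add to the signal of the other targets. These medians therefore do not separate lower PPAR activity from less fat and muscle. Among lists for other cell types, endothelial and fibroblast genes had medians near the bottom of random lists matched on signal. The 17 endothelial markers were all lower (median -0.71, percentile 0). Fibroblast and matrix genes had a median of -0.19 over 27 genes (percentile 0.1). Macrophage markers had -0.07 over 20 (percentile 9.14), myoepithelial markers -0.10 over 15 (8.92), and luminal epithelial markers 0.16 over 22 (83.61). Many random lists lay as far out as these last medians, so no shift was read for macrophage, myoepithelial or luminal markers.

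**Figure D3:**
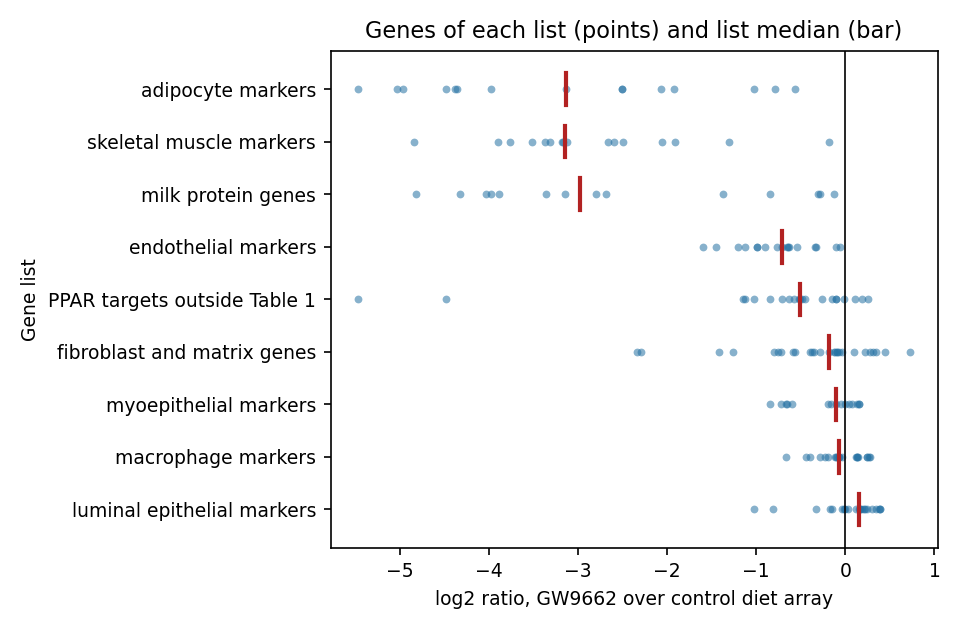
Log2 ratio of GW9662 over control for the measured genes of 9 lists. Each point is 1 gene and the red bar is the median of its list, which was lowest for the muscle (-3.15), adipocyte (-3.14) and milk protein (-2.97) lists.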

Based on gene array profiling, we found that GW9662 elicited PPARγ specificity based on its direct and indirect inhibitory effects on the expression of metabolic genes known to be under the control of PPARs.

An important caveat to the use of GW9662 is its ability to induce a modest acceleration of tumorigenesis when administered orally at the onset of carcinogenesis. We also observed a similar effect in MMTV-Pax8PPARγ mice following progestin/DMBA mammary carcinogenesis [10]. While this has not been reported previously, the ability of GW9662 to *inhibit* cell growth *in vitro* similarly to PPARγ agonists [24, 33, 34] suggests the presence of “off-target” effects. The increase in tumorigenesis observed with GW9662 and the dominant-negative Pax8PPARγ transgene suggests that partial antagonists rather than full antagonists or drugs with greater specificity may be a useful approach for further studies. Clearly, additional pharmacokinetic and pharmacodynamic studies *in vivo* are needed to establish the bioavailability and metabolic effects of GW9662. Overall, the positive aspect of inhibiting PPARγ was its ability to sensitize tumors to the ER antagonist fulvestrant, suggesting the potential for such an approach for hormone-insensitive malignancies.

## MATERIALS AND METHODS

### Animal model

FVB wild-type (WT) mice were obtained from Taconic Farms, Germantown, N.Y. All animal studies were conducted under protocols approved by the Georgetown University Animal Care and Use Committee.

### Mammary carcinogenesis

Five week-old WT mice were treated with medroxyprogesterone acetate and DMBA as previously described [9, 28]. Briefly, mice were injected s.c. with 15 mg medroxyprogesterone acetate suspension (Depo-Provera?), and after seven days were administered four weekly doses of 1 mg DMBA/0.1 ml cottonseed oil by gavage. One day after the last dose of DMBA, mice were divided into four groups of 10 mice each: 1) one group was maintained on standard Purina Rodent Chow 5001, 2) one group was maintained on chow supplemented with 0.1% (w/w) GW9962, 2) one group was maintained on chow supplemented with GW9662 and injected s.c. every other week with 250 mg/kg fulvestrant (Faslodex^®^) and 4) one group was injected with 250 mg/kg fulvestrant every other week. GW9662 was provided by the Chemoprevention Branch, NCI. The histopathology of the resulting tumors is presented in Table S1.

### Antibodies

The source of antibodies, their dilution and use were the following: rabbit anti-ERα (sc-542, Santa Cruz Biotechnology, 1:200 for IHC, 1:1,000 for western); rabbit anti-PgR (sc-538, Santa Cruz Biotechnology, 1:200 for IHC, 1:1,000 for western).

### Immunohistochemistry

IHC analysis was carried out as previously described [9, 10, 28].

### Western Blotting

Western blotting was carried out as previously described [10]. Briefly, tissue was frozen in liquid nitrogen and pulverized in a mortar and pestle, and mixed with lysis buffer containing: 0.1% SDS, 0.5% NP-40, phenylmethylsulfonyl fluoride, 1 mM sodium vanadate, 50 mM sodium fluoride, 10 mM β-glycerophosphate, 5 mM sodium pyrophosphate, and protease inhibitor cocktail (Roche Diagnostics). Following incubation on ice for 30 min, lysates were cleared by centrifugation for 15 min at 13,000 x g at 4°C. Protein concentrations were determined by the Coomassie Plus Protein Assay (Pierce), and 50 μg of lysate was separated in a 4-12% NuPAGE Bis-Tris gel (Invitrogen). After wet transfer, membranes were blocked for 1 hr at room temperature in TBS (pH 7.4) containing 5% non-fat dry milk and 0.1% Tween 20. Primary antibody was incubated overnight at 4°C, and secondary antibody was incubated for 1 hr at room temperature. Proteins were visualized with either SuperSignal West Pico or SuperSignal West Dura (Pierce).

### Gene Microarray Analysis

Total RNA was extracted using an RNeasy Mini Kit (Qiagen) following the manufacturer's protocol as previously described [10, 35]. cRNA was synthesized using the Affymetrix (Santa Clara, CA) protocol with minor modifications as described [28]. Biotin-labeled cRNA was fragmented for 35 min at 94°C and hybridized overnight to an Affymetrix mouse 430A 2.0 GeneChip^®^ representing approximately 22,000 annotated mouse genes by the Genomics and Epigenomics Shared Resource, Lombardi Comprehensive Cancer Center, Georgetown University. Hybridization signals were detected with an Agilent Gene Array scanner, and grid alignment and raw data generation performed with Affymetrix GeneChip^®^ Operating software 1.1. Changes in gene expression with a signal ≥300 (log2 ≥8.1) and ≥3-fold change [9, 35, 36] were clustered hierarchically with CIMiner software (National Cancer Institute, NIH). Array data are presented in Table S2, and complete data files were deposited in the GEO database under accession no. GSE33762.

### Quantitative Real-Time Polymerase Chain Reaction (qRT-PCR)

Total RNA was extracted using the RNAeasy Mini Kit (Qiagen, Valencia, CA) according to the manufacturer's protocol as previously described [10, 35]. One μg of RNA was reverse transcribed in a total volume of 20 μl using the Cloned AMV First-Strand cDNA Synthesis kit (Invitrogen). PCR was performed in triplicate in an ABI 7900 instrument (Applied Biosystems, Foster City, CA) using SYBRGreen detection (Applied Biosystems, Foster City, CA) according to the manufacturer's protocol. qRT-PCR primers were designed using the primer design tool at http://www.idtdna.com/Scitools/Applications/RealTimePCR/. Efficiencies of all primer sets (Table S1) were validated using a standard curve of five serial cDNA dilutions in water in duplicate. Primers were acceptable if the deviation from the slope of the standard curve was <0.3, and if the melting curve showed only one product. The expression of each target gene was normalized to the expression of GAPDH, and the relative quantification method was applied using SDS2.3 software (Applied Biosystems, Foster City, CA). Primers are listed in Table S3.

### Statistical Analysis

Survival curves were analyzed by Pearson's log rank test and cumulative tumor formation by Student's two-tailed t test at a significance level of *P*≤0.05.

## SUPPLEMENTARY TABLES

How the deposited data were processed for this re-analysis (not part of the article)

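Gene expression was read from 2 Affymetrix mouse expression arrays of mammary tumor RNA, 1 array for the control diet and 1 for the diet with 0.1% GW9662, each hybridized with RNA pooled from 5 mice. Tumors treated with fulvestrant, immunohistochemistry, western blots and qRT-PCR were not analysed here. According to the paper's methods, the authors labelled cRNA with biotin, scanned the arrays, and aligned the grid and generated raw data with Affymetrix GeneChip Operating Software. The authors deposited 1 linear signal intensity per probe set and array. How probe pairs were combined, how the arrays were scaled and which probe sets were called present are not given in the sources used here. The values ran from 0 to 14841, and the 2% trimmed mean of each array was 500.2, the form of a scaling of each array to a common target. No further scaling was applied. The 3 control signals of 0 were read as 0.1 on the log2 scale.

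Probe sets were named through the platform annotation, which is old, and symbols were updated by gene identifier with RefSeq names of the mouse assembly GRCm38.p6. Of 22690 probe sets, 20380 had 1 gene, 691 had several and were not named, 1555 had no gene named here and 64 were controls. The 12393 genes were each read at the probe set with the highest mean signal over both arrays. Of these genes, 4956 had more than 1 probe set.

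With 1 pooled array per diet no test between the diets could be made, and mice, tumors and arrays cannot be separated as sources of a difference. Genes were therefore counted by size, at least 3-fold with a signal of at least 300 on either array, or at least 2.5-fold for Table 1. A total of 6053 genes reached a signal of 300 on either array. The floor for a bound on a fold was 100, no fold was given when both signals were below it, and values at the floor have no order. The spread used to decide whether another setting moved a log2 ratio was the SD between probe sets of the same gene, 0.36, over genes with at least 2 probe sets of mean signal 100 or more. It holds no variation between mice.

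The 24 gene lists covered adipocytes, brown adipocytes, PPAR targets outside Table 1, skeletal muscle, luminal and myoepithelial cells, keratinization, milk proteins, estrogen and progesterone response, proliferation, splicing, ribosomal proteins, translation factors, endothelium, fibroblasts, macrophages, lymphocytes, cholesterol synthesis, oxidative phosphorylation, glycolysis, stress response, long nuclear RNAs, housekeeping genes and olfactory receptors. They were written from general knowledge. A member needed a mean signal of at least 100. The median log2 ratio of a list was set among those of 10000 random lists of the same size matched on mean signal in 20 bins, as a description of these 2 arrays, and its interval was a 95% bootstrap over members. Genes are not independent replicates, so neither measures error between tumors.

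The text names the genes of the paper's results, Table 1 and Table 2, whose printed values had been seen, the 10 largest falls and 10 largest rises among genes past the signal minimum, up to 4 of the brightest and 4 of the largest log2 ratios of each list, and fixed nuclear receptors and kinases. Folr1, Muc15, Elf5, Muc1, Rps4l and Tnfsf11 were named in addition and were not chosen by a rule set beforehand. Probe sets of genes in the upregulated terms of Table 2 were all examined. The remaining settings covered centring on the median log2 ratio, quantile normalization, other signal minimums including 274 (log2 of 8.1), floors on low signals, folds of 2 and 2.5, and other ways to choose a gene's probe set.

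Hybridization controls had a median log2 ratio of -0.16 over 18 probe sets, and the median over all probe sets was -0.01. The ratio of the 3' to the 5' probe set was 0.828 and 0.815 for Gapdh and 1.350 and 1.363 for beta-actin on the control and GW9662 arrays. The counting rule was tested on a simulated pair of arrays with 200 changed genes among 12393 and noise equal to the spread between probe sets. It recovered 61 of 68 genes changed 4-fold, 64 of 64 changed 8-fold and 1 of 68 changed 2-fold, and called 0 of 12193 unchanged genes. The simulated noise held no variation between mice or tumors, so this gives no rate of false calls between pools. In simulated lists of 20 genes, 20 of 20 with a shift of 0.5 and 1 of 20 with no shift fell outside the middle 95% of random lists. The computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.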

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

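The sizes and percentiles that single out a list here were chosen after the medians were seen, as was the use of a bootstrap interval to weigh a median, which was made stricter once its outcomes were known; the explanations weighed below were written before the data were read.

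Outside the genes discussed in the paper, several groups lay beyond the random lists with a median log2 ratio of at least 0.5 in size. Skeletal muscle markers had a median of -3.15 and milk protein genes -2.97. Endothelial markers had a median of -0.71. Proliferation genes had a median of 0.59 and long nuclear RNAs 0.90. The 18S rRNA control probe sets had a median log2 ratio of -2.46, with signals of 2755 and 794, 4195 and 560.1, and 6872 and 1251 on the control and GW9662 arrays.

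The lower expression of the Table 1 genes was weighed against the makeup and scaling of the pools. A difference in scaling or background that acts on all genes of a given signal is argued against, since the Table 1 median was -2.20 after quantile normalization and the middle 95% of random lists matched on signal had medians of -0.08 to 0.14, while the median of all probe sets (-0.01) was largely set by the common trimmed mean. A smaller share of fat cells in the GW9662 pool may account for the fat cell genes. Adipocyte markers that hold no Table 1 gene had a median of -3.14 (bootstrap interval -4.38 to -2.07). Cidec, Plin4 and Angptl4 are on both the adipocyte list and the PPAR target list. The adipocyte median therefore cannot separate fewer fat cells from lower PPAR activity within fat cells. Muscle in the control pool (-3.15, interval -3.37 to -2.49) may account for Eno3, Pgam2 and Cox6a2. Lower PPAR activity in every cell type stays open, because targets that are neither in Table 1 nor adipocyte markers had a median of -0.47 (interval -0.60 to -0.11), short of the -1 this explanation was held to need, although by the median alone, above -0.5, it would have been argued against. Less fat and muscle could lower these targets as well, and the median of -0.47 does not separate this from lower PPAR activity. PPARγ also drives fat cell formation, so fewer fat cells could themselves follow from the drug. Whether the dissected tissue or the GW9662 diet set the fat and muscle content was not tested.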

How the results depend on the processing

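The settings that count all probe sets, and Table 1 at 3-fold, were chosen after seeing the data; for the other results below the settings were planned. Quantile normalization left every count within 1.5 times and every list median within 0.36, the spread between probe sets. Median centring did so too, but it only subtracts the median of all probe sets (-0.01). It could not have moved a list median by 0.36. The signal minimum, the fold threshold and the probe set read for a gene all moved the count of genes that were higher. With no signal minimum, 779 genes were lower and 392 higher, and 2 RNA genes of Table 2 passed, most of these values being near background by construction. At a minimum of 100, the counts were 248, 20 and 2. At 2-fold they were 283, 62 and 4, and at 2.5-fold 3 RNA genes passed. With a mean signal of 300, 0 RNA genes passed, as with the median over probe sets. Read at any probe set, 27 genes were higher and 6 RNA genes passed. Counted as probe sets, 32 were higher, 9 of them of RNA genes. Over all probe sets, 37 were higher at 3-fold, and 298 were lower and 52 higher at 2.5-fold. The Table 1 count of 49 ranged from 43 to 71. Raising signals below 100 to 100, which shrinks large falls by construction, gave medians of -2.57 for adipocyte, -1.73 for brown adipocyte and -2.47 for muscle markers, and -1.79 for Table 1 genes and -2.37 for those with a PPRE. With no minimum, brown adipocyte markers had -0.83, muscle markers -2.63 and lymphocyte markers -0.57. With a mean of 300, adipocyte markers had -3.97, brown adipocyte markers -5.47 and lymphocyte markers -1.44. Without probe sets that can read several transcripts, adipocyte markers had -3.55 and lymphocyte markers -0.88. With the median over probe sets, lymphocyte markers had -0.80, Esrrb turned from higher to lower (-0.36) and Gpam, whose other probe set is near background, from lower to higher (0.87). Except where stated, the cause was not tested. Of 278 named genes, 41 moved by more than the spread under the floor of 100, and 38 besides Esrrb and Gpam under the median over probe sets, where 13 in all changed sign. Signals within the range of the olfactory receptors, at most 25.8, limit what can be read for Esr1, Ppara and Ppard.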

Differences from the paper's values

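The settings over all probe sets were chosen after seeing the values; the others were chosen before the data were examined. The paper reports 356 differentially affected genes, against 175 here at its thresholds of 3-fold and a signal of 300. A signal minimum of 100 (268), a 2-fold threshold (345) and counting probe sets in place of genes (249) came within 1.5 times of it, and the other settings chosen beforehand did not. The paper reports 303 downregulated genes, against 162 here. The same settings came within 1.5 times, with 248, 283 and 217, and the others chosen beforehand, with 201 at 2.5-fold, did not. Counting all probe sets, named or not, at 3-fold (275 in all and 238 lower) or at 2.5-fold (350 and 298) also came within 1.5 times. These settings were chosen after seeing the values, and the 2.5-fold form drops 22 of 75 Table 1 genes and 5 of 21 upregulated genes of Table 2.

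The paper gives a 6.6-fold increase of Rbm39, against 1.04-fold here at the brightest probe set. Read at any probe set, it was at least 4.74-fold, which does not differ from the paper's value, and another probe set with both signals above 100 gave 6.13-fold. The median over probe sets (2.16-fold), both scalings, both floors and leaving out probe sets that can read several transcripts did not come within 1.5 times.

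Of 73 Table 1 genes whose folds could be compared, 64 were within 1.5 times of the paper's fold or held a bound that does not exceed it, 26 of them through a bound, which can be far below the paper's fold. With the floor at the olfactory receptor median 19 genes differed, and with the median over probe sets 16, where Gpam (-3.0 in the paper) was higher, at 1.82. As signed folds, negative where the GW9662 signal was lower, the paper's value and the one here were -21.7 and -4.41 for Fabp4, -6.4 and -3.55 for Scd1, -4.3 and -2.39 for Igf1, -3.6 and -6.72 for Gpd1, -3.6 and -2.26 for Gpt2, -3.2 and -1.91 for Lipa, -2.9 and -1.91 for Acly, -2.9 and -1.20 for Pik3r1, and -2.7 and -1.31 for Lpgat1. The control signal of Fabp4 (13670) was near the top of the signal range, where a fold can be understated. Read at any probe set, Fabp4 (a bound, -3.75 or lower), Scd1 (-6.11), Igf1 (-3.37), Gpt2 (-4.18), Acly (-2.71) and Pik3r1 (-2.62) no longer differed. With the median over probe sets, Scd1 (-4.66), Igf1 (-3.93), Gpd1 (-2.94), Gpt2 (-2.93) and Acly (-2.71) did not. Leaving out probe sets that can read several transcripts closed the gap for Gpt2 (-4.18) and left a bound for Lipa, -1.64 or lower, that does not exceed the paper's value, and quantile normalization closed it for Acly (-1.97). No setting did so for Lpgat1, and median centring and the floors did so for none of these genes. Slc2a4 was not compared, since Table 1 lists it at separate folds. Sod3 was not compared either, since the probe set read here was below 100 on both arrays. The paper's raw values in Table 1 were 1.36 times the deposited signals on the control array and 1.24 times on the GW9662 array, by the median over 76 rows. In 5 rows of Table 1, the printed fold and the ratio of the printed raw values differ by over 1.5 times, with ratios of 2.19 for Fabp4, 8.48 for Acsl1, 7.68 for Dgat2, 3.92 for Scd1 and 6.04 for Gpd1. The row of Slc27a1 repeats the values of a Slc2a4 row.

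The paper states that genes of RNA transcription, splicing, processing and translation made up most of the upregulated genes. The full list in Table S2, on which this rests, was not used here, so only the genes of Table 2 could be compared. Of the 13 genes at least 3-fold higher here, 1 (Esrrb) is among the 16 genes of those Table 2 terms, and of the 27 higher at any probe set, 6 are, counts that leave out any RNA gene outside those terms. The paper lists Crabp1 under a downregulated term, whereas its signal was 776 on the control array and 3208 on the GW9662 array. The paper lists Pabpc1, Rps24 and Rpl41 under upregulated terms, and their brightest probe sets were lower (log2 ratios of -0.17, -0.08 and -0.20) while dimmer probe sets were higher, for example Pabpc1 with 116 and 316.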

Other observations

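The tests of long nuclear RNAs and of dim probe sets were chosen after their values were seen; the others below were written before the data were read.

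Milk protein genes covered a graded range. Several caseins and whey proteins of the secretory alveolus were far lower in GW9662 tumors, with Csn1s1 at 9944.5 and 609 on the control and GW9662 arrays, Csn2 at 10570.2 and 1524, Wap at 750.0 and 26.6, and Lalba at 329.6 and 16.5. Folr1 (685.9 and 265.5) and Muc15 (5292 and 2949) lay between, and the casein Csn3 (8575 and 6908), Mfge8, a milk fat globule protein (7473 and 6140), and Wfdc18 (9393 and 8573) differed little. All 14 members were lower, 9 of them at least 3-fold. Luminal keratins were close to level, with Krt8 at 9496 and 9665 and Krt18 at 10018 and 9025, and Foxa1, a pioneer factor for the estrogen receptor, had 3037.5 and 3993. Elf5, a regulator of the milk-secreting alveolus, was lower (4138 and 2040.0), and so was the mucin Muc1 (196 and 112). Proliferation genes were higher by less than 2-fold in most cases. Of 33 members, 31 had a higher signal on the GW9662 array and 1 reached 2-fold, the centromere histone Cenpa (803 and 1726.5). Cdk1 (920.5 and 1825.5), the survivin gene Birc5 (724 and 1438) and Cks2 (2606 and 4211) were also higher. No random list had a median as high.

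Vessel and matrix genes were lower in part. All 17 endothelial markers were lower, 4 of them at least 2-fold, with the tight junction gene Cldn5 at 774 and 256 and Pecam1 at 505 and 185. Among fibroblast genes, Dpt (2522 and 513), Dcn (7005 and 2925) and Fap (691 and 259) were lower, while the collagens Col3a1 (9709 and 8005) and Col1a2 (6428 and 5879) and periostin (Postn, 5734 and 5366.5) differed less. The remaining lists had medians of -2.30 for 4 brown adipocyte markers, 0.25 for keratinization, -0.02 for estrogen and progesterone response, -0.19 for 5 lymphocyte markers, -0.28 for cholesterol synthesis, 0.10 for oxidative phosphorylation, -0.29 for glycolysis, 0.03 for immediate early and stress genes and -0.10 for housekeeping genes. Among lymphocyte genes, the immunoglobulin joining chain Jchain had 688 and 99.8.

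The higher signal of RNA processing genes of Table 2 was for several genes seen only at dimmer probe sets. Of 32 probe sets at least 3-fold higher, 19 belonged to 14 genes whose brightest probe set differed by less than 2-fold, against 6 of 217 lower probe sets, but dim probe sets were not higher in general, with a median difference in log2 ratio of -0.20 (interval -0.24 to -0.17) over 909 probe sets at least 4 times dimmer than the brightest of their gene. Loss of 5' ends is argued against, since the ratio of 3' to 5' control probe sets differed between the arrays by at most 1.016-fold, but the 18S rRNA probe sets (median -2.46) leave other differences between the RNA preparations open. Probe sets that read part of the transcript or another transcript stay open, since the median of 0.29 (bootstrap interval 0.04 to 0.50) over the other probe sets was lowered by setting aside the highest of each gene and decides nothing. More nuclear RNA in the GW9662 pool (0.90, interval 0.20 to 1.29 over 5 RNAs, with Malat1 at the low end) and a rise of splicing factors as a group (0.23, interval 0.18 to 0.29, below the 0.5 it was held to need, and by the median alone argued against) also stay open.

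Esr1 and Pgr, which the paper reports as higher by qRT-PCR, were dim on the arrays. Esr1 had 13.3 and 13.2 at its single named probe set and Esr2 had 0.5 and 1.2, within the range of olfactory receptors, so no order can be read. Pgr had 56.4 and 92.5 on the control and GW9662 arrays, above that range but below the floor of 100 on both, so no order was read for it either. A larger share of luminal epithelium in the GW9662 pool stays open, since luminal markers went both ways, 8 lower and 14 higher with a median of 0.16 (interval -0.02 to 0.22), and the brightest would not show a small change in share. By the bound written before the data were read, it would have been argued against, since the whole interval lies below that bound. The choice to leave it open was made after the value was seen. Lower PPARγ activity, the biological explanation in the design, was not tested for these genes. Targets of the receptors went both ways, with Tnfsf11, the progesterone-induced RANK ligand, at 1300.1 and 3248 and Ltf, which is also on the milk protein list, at 1291 and 201, both singled out after their values were seen. Ncoa6, a coactivator that the paper links to RBM39, had 442 and 446.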
